A study of Mus musculus with 16 samples. Its data were reported in "A murine model of hypertensive heart disease in older women" (2024).

How the data were processed

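Total RNA from the left atrium (LA) of 16 female C57BL6/J mice aged 24 months was sequenced in 4 groups of 4: controls, mice treated with angiotensin II for 4 weeks (AngII), mice ovariectomized at 12 months of age (Ovx), and ovariectomized mice given the same infusion (Ovx + AngII). Groups and replicate numbers were taken from the labels of the deposited series. The labels give no batch, day or pairing, and replicate numbers follow the order of deposition. All 16 libraries were used.

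The authors aligned reads with STAR to the mouse genome build mm10, quantified genes with Salmon and ran the DESeq2 application of Illumina's BaseSpace; no versions are stated. The deposited values are a signal per gene, read counts that the authors divided by size factors, and are not whole numbers. The table holds 24972 genes, of which 5997 were listed at 0 in every library, and no mitochondrial gene. A spreadsheet program had turned 14 gene symbols into dates; these held 0.0721% of all values and carried no gene name, so they could not be named. The value of 1 read, estimated from low values, lay between 0.779 and 1.16 per library. Between 75.1% and 90.4% of low values (up to 10 steps) lay within 0.1 of a whole multiple of it, so whole reads could not be recovered for nearly all genes. Tests made for raw counts were therefore not applied. The reads implied by these steps were 15968291 to 25161136 per library, an estimate of depth rather than a count.

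Median-of-ratios factors recomputed on the deposited values were 1.06 to 1.07 in the 8 control and AngII libraries and 0.945 to 0.950 in the 8 Ovx and Ovx + AngII libraries. The table thus carries 2 scales, apart by a ratio of 1.12, or -0.17 on the log2 scale for the Ovx side against the control side. Comparisons of AngII within either side are free of this shift. Comparisons of Ovx with control mice contain it, in the values of genes and in the medians, members and tests of lists. For these, values after median-of-ratios rescaling are given beside the deposited ones for named genes, called lists and shares of genes without overlap.

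Genes with a mean value of at least 10 over the 16 libraries were tested (14273 genes). Values were analysed as log2(value + 1), so fold changes of genes near 0 are understated. One linear model with 4 group means was fitted to all 16 libraries with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, eBayes with a mean trend), and standard errors (SE) are the moderated ones. The tests are two-sided. P-values were adjusted by the Benjamini-Hochberg method within each comparison. A gene was called at an adjusted p of at most 0.05 and a log2 fold change of at least 1 in size, the thresholds of the study's methods. The 5 comparisons were AngII against control, Ovx + AngII against Ovx, Ovx against control, Ovx + AngII against AngII, and the difference between the 2 AngII responses (interaction). The overlap of the 2 AngII comparisons, which share no library, was tested with Fisher's exact test.

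Before the data were examined, 44 gene lists (pathways, cell type markers, and the genes the study named) and the rules below were fixed. The 42 lists with at least 3 measured members were tested with limma's camera at an inter-gene correlation of 0.01, beside camera with an estimated correlation and fry, with adjustment over the lists of a comparison. Camera compares a list with all other genes, whereas fry asks whether its members move on balance one way, or in its mixed form in either direction. The list of genes the study named was chosen on these or sister libraries and is not independent evidence. Lung markers and markers of thymus, thyroid and lymph node had too few measured members to be tested.

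Genes were named by rule: in each AngII comparison the 8 largest rises and 8 largest falls among called genes with a mean of at least 50 whose groups did not overlap; in the 2 Ovx comparisons the 5 largest each way; in the interaction, where nothing was called, the 3 smallest p-values. Up to 3 called members of each list that passed, called members against a list's direction, all genes the study named, and Agtr1a, Agtr2, Ace, Esr1, Nppa, Myh7 and Acta1 were named too. Where no member of a list was called, members past the adjusted p alone were named. Symbols of predicted genes were counted but not named, and a few other genes that met these rules are counted but not named here. Positions are from the RefSeq annotation of the same build, in which 103 of 105 named genes were found; Ctgf and Wisp2 were not. Reads of near-identical genes can be divided among copies, which concerns Tmem254c, Ifi205, Ifi207 and the actin Acta1.

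Alternatives were other pseudocounts (0.5 and 5), no filter and a mean of at least 50, 3 rescalings, fits on only the compared groups, robust and array-weighted fits, voom weights, adjusted p alone, and each library left out in turn. Lists on rescaled values with 1 library left out, or with an estimated correlation, were examined after the results were seen. The fits were tested on simulated data with 14273 genes and known changes. In the control comparison 42.0% of genes planted at a log2 change of 1, 80.0% at 1.5, 92.0% at 2 and 96.0% at 3 were called; in the Ovx comparison the shares were 40.0%, 88.0%, 96.0% and 98.0%. Of 14053 unchanged genes, 9 and 1 were called. The simulated noise was normal and independent between genes, with no library standing apart and no difference in scale. False calls in the real data can therefore be more frequent. Figures and summaries were made with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and Matplotlib 3.10.9.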

Results

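Gene expression was measured by RNA sequencing in the LA of 24-month-old female mice, with 4 libraries in each of the control, AngII, Ovx and Ovx + AngII groups. Column totals of the normalised read counts were 19592551 to 21513796 in the control and AngII libraries and 17598222 to 18985762 in the Ovx and Ovx + AngII libraries. The mean correlation of a library with the others of its group was 0.945 for Ctrl replicate 4 and 0.963 to 0.980 for the other 15 libraries. Haemoglobin genes took 0.970% of the total in Ctrl replicate 4 and 1.46% in AngII replicate 4, against 0.0613% to 0.349% elsewhere. The typical spread within a group (SD of log2 values) was 0.21 in controls, 0.18 with AngII, 0.13 in Ovx and 0.16 in Ovx + AngII mice, and 0.16 in controls without Ctrl replicate 4.

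The first comparison addressed the response of the LA to AngII in mice with ovaries. Several extracellular matrix and cardiomyocyte stress genes were called higher after AngII. Cemip, which takes part in hyaluronan breakdown (chromosome 7, 83932857 to 84086693), had 11.5 ± 2.02 normalised counts in controls and 136 ± 66.9 with AngII (SD, n = 4), a log2 fold change of 3.24 ± 0.52 (SE, limma adjusted p = 0.00583). Ltbp2, a latent TGF-beta binding protein of elastic fibres (chromosome 12, 84783212 to 84876558), rose from 434 ± 332 to 1489.5 ± 713, by 1.92 ± 0.44 on the log2 scale (adjusted p = 0.0299). Lrp8, a lipoprotein receptor (chromosome 4, 107802200 to 107876840), rose by 1.92 ± 0.24 (adjusted p = 0.00180), and Nppb, which encodes B-type natriuretic peptide (chromosome 4, 147985786 to 147987205), by 1.32 ± 0.28 (adjusted p = 0.0218). Mmp9, a gelatinase (chromosome 2, 164940326 to 164955850), fell by 1.57 (SE 0.28, adjusted p = 0.0102), from 314 ± 77.9 to 110.1 ± 43.9.

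With AngII, 83 genes were called, 49 higher and 34 lower. Among the other largest rises were the matricellular gene Wisp2 (2.13), Tent5b (1.79), Gdf6 (1.71) and Syt12 (1.52). The other largest falls were in the cell adhesion gene Opcml (-1.57), the tropomodulin Tmod4 (-1.42), Exoc3l4 (-1.17), Tbc1d10c (-1.14), Asb15 (-1.11), Abca12 (-1.10) and Clvs1 (-1.07). Adjusted p was between 0.00180 and 0.0430 for these genes. The 2 groups did not overlap for 7.03% of all genes, where chance gives 2.86%. The count was 30 without Ctrl replicate 1, 54 without Ctrl replicate 2, 42 without Ctrl replicate 3, 222 without Ctrl replicate 4, 40 without AngII replicate 1, 30 without AngII replicate 3, and 147 without AngII replicate 4. It was 161 with array weights and 2 in a fit of only these 8 libraries. Of the 83 genes, 80 were again called without Ctrl replicate 4. Of the 41 named genes past the adjusted p, 16 stayed past it whichever library was left out, and among the largest changes Gdf6, Tmod4, Asb15 and Abca12 did not, with adjusted p reaching 0.109, 0.0546, 0.121 and 0.0924. Ltbp2, Cilp and Ankrd1 missed it without Ctrl replicates 1, 2 or 3 or AngII replicates 1 or 3, with adjusted p up to 0.104, 0.114 and 0.0780, and Nppb without Ctrl replicates 1 or 3 or AngII replicates 1 or 3, up to 0.0777.

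Among the fixed lists, the matrix lists passed camera upward with AngII in controls at a correlation of 0.01, and none did with an estimated correlation. Of 16 collagens, 8 rose over all genes tested and 13 adjusted over the list alone, with a median log2 fold change of 0.68 and Col8a1 (1.33) and Col12a1 (1.38) called (camera adjusted p = 3.37e-11, or adjusted p = 0.107 with an estimated correlation). Of 21 elastic fibre and crosslinking genes, 5 rose over all genes and 14 adjusted over the list alone (median 0.60), Mfap5 (1.12) and Ltbp2 among them (camera adjusted p = 1.26e-10, adjusted p = 0.0639 with an estimated correlation). Matricellular genes had a median of 0.53, with 4 of 18 up over all genes and 9 up and 1 down adjusted over the list alone. Cilp, a matrix protein of cartilage and fibroblasts, rose by 1.77 (camera adjusted p = 7.74e-07, adjusted p = 0.0812 with an estimated correlation). Among 25 matrix proteases and inhibitors (median 0.35), Adamtsl2 (1.15) and the metalloproteinase inhibitor Timp1 (1.09) rose and Mmp9 fell; 12 rose and 2 fell adjusted over the list alone (camera adjusted p = 5.79e-06, adjusted p = 0.0514 with an estimated correlation). Basement membrane genes (median 0.24, 7 up and 1 down of 20 adjusted over the list alone, Col4a3 1.12), small leucine-rich proteoglycans (median 0.14, 3 of 9, Aspn 1.16) and TGF-beta and BMP signalling genes (median 0.26, 9 of 28, Fstl3 1.25 and Inhba 1.23) passed camera too. Their adjusted p were 1.14e-05, 0.0101 and 8.69e-06, and 0.0844, 0.194 and 0.127 with an estimated correlation. The proteoglycan list lost its call without Ctrl replicate 4 or AngII replicate 1 (adjusted p up to 0.0730).

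Of 17 cardiomyocyte stress and fetal genes, 7 rose over all genes and 12 adjusted over the list alone (median 0.83), with the strain-responsive Ankrd1 (1.23), its relative Ankrd23 (1.37) and Nppb called (camera adjusted p = 9.52e-10, adjusted p = 0.0655 with an estimated correlation). Fatty acid oxidation genes had a median of -0.31, below 0 in all 30; 1 fell over all genes, Acadm (-0.56), a mitochondrial acyl-CoA dehydrogenase, and 8 adjusted over the list alone (camera adjusted p = 9.91e-09, adjusted p = 0.345 with an estimated correlation). Oxidative phosphorylation genes (median -0.18) were below 0 in all but 1 of 61, with 0 past the test adjusted over the list alone. Ion channel and calcium handling genes had a median of -0.18, with the potassium channel Kcnj3 down (-0.66) and 1 of 30 down adjusted over the list alone. Camera gave adjusted p of 4.19e-08 and 0.00487 for these, and 0.703 and 0.553 with an estimated correlation; the ion channel list reached 0.0504 without AngII replicate 1.

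Some markers of other cell types passed camera upward in controls given AngII, and none did with an estimated correlation. These were fibroblast markers (median 0.21, 5 of 12 adjusted over the list alone, Pi16 0.60 and Pcolce 0.47), myofibroblast markers (median 0.81, 5 of 8, Acta2 0.68), smooth muscle and pericyte markers (median 0.43, 5 of 9, the calponin Cnn1 2.63), endothelial markers (median 0.18, 2 of 12, Pecam1 0.32 and Ptprb 0.35), epicardial and mesothelial markers (median 0.41, 4 of 9, Msln 0.63) and erythroid genes (median 1.14, 0 of 8). Camera gave adjusted p of 0.00248, 0.000190, 0.000233, 0.00590, 0.000790 and 0.0398, and 0.107, 0.0844, 0.0639, 0.445, 0.366 and 0.703 with an estimated correlation. The endothelial call was lost without Ctrl replicate 1 (adjusted p = 0.0593), and the erythroid call without Ctrl replicate 1, Ctrl replicate 3 or AngII replicate 4 (adjusted p up to 0.491). The list of genes the study named passed upward (median 0.68, 6 of 16 up over all genes, 8 up and 1 down adjusted over the list alone, camera adjusted p = 0.000233, adjusted p = 0.0685 with an estimated correlation), which is not independent evidence.

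The second comparison addressed the same treatment in ovariectomized mice. Several contractile, matrix and stress genes were called higher after AngII. Acta1, skeletal alpha-actin (chromosome 8, 123891758 to 123894775), was listed at 5.75, 0, 3.78 and 0.907 in the 4 Ovx libraries and at 788 ± 599 in Ovx + AngII mice (SD, n = 4), a log2 fold change of 7.87 ± 0.97 (SE, limma adjusted p = 0.000231). Thbs4, a thrombospondin (chromosome 13, 92751586 to 92794818), rose from 7.74 ± 5.59 to 573 ± 342, by 6.02 ± 0.64 (adjusted p = 8.33e-05). Cilp (chromosome 9, 65265180 to 65280614) rose from 179 ± 42.1 to 2720.0 ± 754, by 3.90 ± 0.42 (adjusted p = 8.33e-05), and Ltbp2 from 106 ± 28.6 to 1615 ± 736, by 3.85 ± 0.44 (adjusted p = 0.000113). Sfrp5, a secreted Wnt antagonist (chromosome 19, 42197971 to 42202252), fell from 949.9 ± 362 to 41.0 ± 18.0, a log2 fold change of -4.51 ± 0.81 (adjusted p = 0.00304).

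In Ovx mice 333 genes were called, 185 higher and 148 lower. Sprr1a (6.06), Cnn1 (4.20), the fast skeletal troponin Tnnt3 (3.75) and the iodothyronine deiodinase Dio2 (3.51) were the other largest rises. Among the other largest falls were proenkephalin Penk (-3.14), Bmp3 (-3.09), the ephrin Efnb3 (-2.88), the methyltransferase Inmt (-2.29), Col25a1 (-2.05) and T2 (-1.98). Adjusted p was between 0.000288 and 0.0227 for these genes. The 2 groups did not overlap for 21.8% of genes, where chance gives 2.86%. The count was 209 without Ovx_AngII replicate 3. Of the 51 named genes past the adjusted p, 42 stayed past it whichever library was left out. Inmt did not, with an adjusted p reaching 0.0868.

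**Figure D1:**
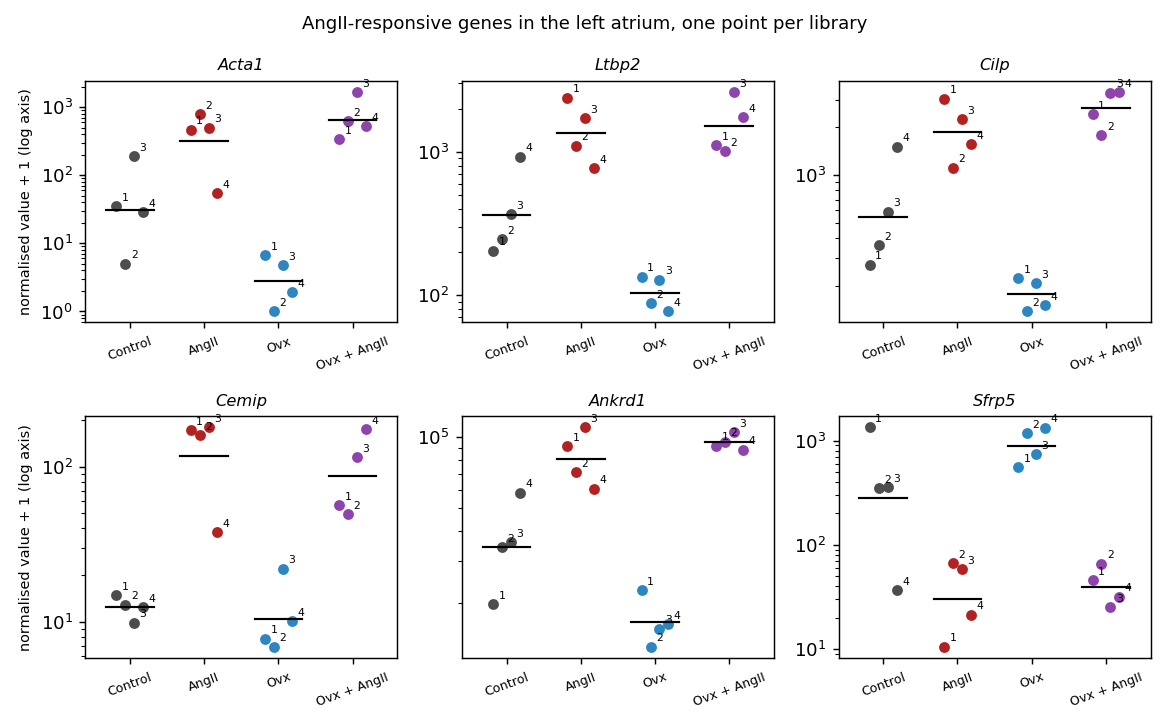
Normalised values plus 1 of Acta1, Ltbp2, Cilp, Cemip, Ankrd1 and Sfrp5 on a log axis, with 1 numbered point per library and a line at the mean of the log values in each group of 4. Ankrd1 was 16894 ± 4067 in Ovx and 94963 ± 7046 in Ovx + AngII mice (SD, n = 4).

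Most matrix lists passed camera upward in Ovx mice as well, though elastic fibre and TGF-beta genes did not with an estimated correlation. Small leucine-rich proteoglycans did not pass (median 0.064, adjusted p = 0.108). Of 16 collagens, 14 rose over all genes and 16 adjusted over the list alone (median 0.85), Col1a1 (1.22), Col1a2 (1.11) and Col3a1 (1.15) among them (camera adjusted p = 6.32e-16, adjusted p = 0.0499 with an estimated correlation). Basement membrane genes had a median of 0.36, with 15 up and 1 down of 20 adjusted over the list alone. The type IV collagens Col4a1 (1.42) and Col4a2 (1.32) rose and the laminin Lamb3 (-1.18) fell (camera adjusted p = 2.28e-07, adjusted p = 0.0436 with an estimated correlation). Elastic fibre genes had a median of 0.62, with 13 up and 1 down of 21 adjusted over the list alone and Fbn1 (1.16), elastin Eln (1.71) and Mfap4 (1.38) called (camera adjusted p = 8.52e-08, adjusted p = 0.0579 with an estimated correlation). Matricellular genes (median 0.79, 9 of 18 adjusted over the list alone, Ctgf 1.32, Sparc 1.07 and Cilp) and matrix proteases and inhibitors (median 0.50, 14 up and 2 down of 25, with Mmp2 1.27, Adamts8 2.89 and Adamtsl2 1.70 up and Mmp9 -1.87 down) had camera adjusted p of 2.22e-07 and 3.10e-06, and 0.0499 and 0.0305 with an estimated correlation. TGF-beta and BMP signalling genes (median 0.16, 8 up and 1 down of 28, Bmp6 1.23 and Fstl3 1.43) had an adjusted p of 0.00124, and 0.382 with an estimated correlation.

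Of 17 cardiomyocyte stress and fetal genes, 13 rose over all genes and 16 adjusted over the list alone (median 0.87), with Ankrd1 (2.52), Nppb (1.87) and Ankrd23 (2.63) called (camera adjusted p = 1.17e-14, adjusted p = 0.0305 with an estimated correlation). Myh7, the slow myosin heavy chain, rose by 1.91 (adjusted p = 0.00753) and atrial natriuretic peptide Nppa by 0.84 (adjusted p = 0.0332), and in controls their values were 0.35 and 0.54 (adjusted p = 0.700 and 0.222). Nppa stayed past the limma adjusted p in 7 of 16 fits without 1 library (up to 0.125). Neither gene passed it for the difference between the AngII responses. Fatty acid oxidation genes (median -0.25, 9 of 30 down adjusted over the list alone, Acot1 -1.60) and oxidative phosphorylation genes (median -0.21, 0 of 61 adjusted over the list alone, Sdhc -0.36 and Cox7a1 -0.72 past the adjusted p over all genes) had medians below 0, with camera adjusted p of 1.72e-05 and 2.34e-07, and 0.586 and 0.692 with an estimated correlation. Heat shock genes (median 0.13, 3 up and 1 down of 21 adjusted over the list alone, Hspb1 1.12) had a camera adjusted p of 0.0403, and 0.640 with an estimated correlation. That call was lost without AngII replicate 1, Ovx replicates 2, 3 or 4, or Ovx_AngII replicates 1 or 2 (adjusted p up to 0.0776).

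Among cell type markers, those of myofibroblasts (median 1.14, 6 of 8 adjusted over the list alone, Meox1 1.63, Tagln 1.39 and Thbs4), smooth muscle and pericytes (median 0.46, 4 of 9, Cnn1) and endothelium (median 0.24, 2 of 12, Cdh5 0.41 and Ptprb 0.66) passed camera upward in Ovx mice. Their camera adjusted p were 2.31e-06, 0.000477 and 0.000340, and 0.0436, 0.0436 and 0.380 with an estimated correlation. White adipocyte markers passed camera downward, with a median of -0.96 and 3 of 12 past the test adjusted over the list alone, among them the lipase Lipe (-0.80); camera gave an adjusted p of 0.00189, and 0.586 with an estimated correlation, and 0.0681 without Ovx replicate 1. The list of genes the study named passed upward (median 1.18, 8 up and 1 down of 16 adjusted over the list alone, camera adjusted p = 5.44e-05, adjusted p = 0.0436 with an estimated correlation), which is not independent evidence.

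The AngII responses of control and Ovx mice were then compared. In both comparisons 60 genes were called, 37 higher and 23 lower and 0 in opposite directions, where independent lists would share 0.635 and 0.353 (Fisher's exact test, one-sided p = 2.65e-61 and 1.01e-38). Ltbp2, Cilp, Ankrd1, Nppb, Col8a1, Cnn1 and Mmp9 were among them. Genes are not independent and both comparisons share the estimate of spread per gene, so the p-values of Fisher's exact test can overstate the overlap. Of the 333 genes called in Ovx mice, 320 had the same sign in controls. Across the 14273 genes, which are not independent replicates, the 2 fold changes had a Pearson r of 0.564 and a Spearman rho of 0.515. The overlap was 23 without Ctrl replicate 1, 39 without Ctrl replicate 2, 33 without Ctrl replicate 3, 138 without Ctrl replicate 4, 33 without AngII replicate 1, 25 without AngII replicate 3, and 104 without AngII replicate 4. It was 0 where each comparison was fitted on its own 8 libraries.

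**Figure D2:**
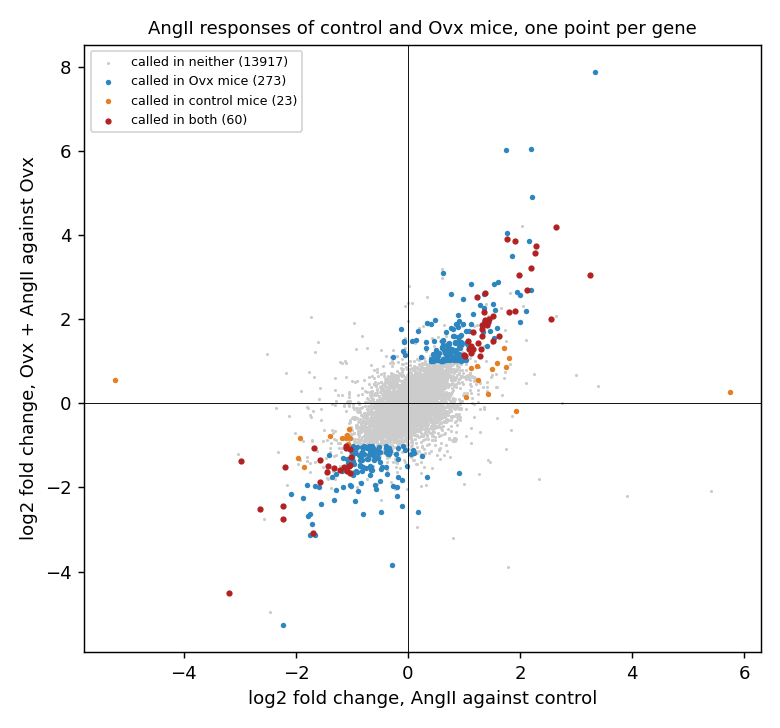
Log2 fold change of each of 14273 genes with AngII in controls (horizontal) and in Ovx mice (vertical), with genes called in both comparisons (60), in Ovx mice only (273), in controls only (23) and in neither (13917) in separate colours. Genes called in both comparisons lie in the quadrants where both changes have the same sign.

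No gene was called in limma for a difference between the 2 AngII responses (0 genes, smallest adjusted p = 0.838), and 828 genes had an unadjusted p under 0.05, where 714 were expected by chance. By smallest p, and not called, were Tom1l1 (log2 difference 0.49, Ovx minus control response), Thbs4 (4.27) and Pdxk (-0.62). The differences for Acta1 (4.53, SE 1.38), Ltbp2 (1.94, SE 0.62) and Cilp (2.13, SE 0.59) each had an adjusted p of 0.838. The larger number of calls in Ovx mice is thus not shown to be a different response. Voom weights, array weights and the 3 rescalings also called 0 genes, and 1 gene was called without AngII replicate 1.

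The third comparison addressed Ovx in untreated mice. The median of all genes lay at -0.17 on the log2 scale, near the -0.17 by which the scales of the 2 sides of the table differ. Ltbp2 was lower in Ovx mice by a log2 fold change of -1.80 ± 0.44 (SE, limma adjusted p = 0.0255), with 434 ± 332 normalised counts in controls and 106 ± 28.6 in Ovx mice (SD, n = 4). Cilp (-1.62 ± 0.42), Thbs4 (-2.56 ± 0.64), Tnnt3 (-1.66 ± 0.48) and the 2-oxoglutarate dehydrogenase-like gene Ogdhl (-1.64 ± 0.47) were also called lower. Tmem254c, which has near-identical copies and is uncertain (chromosome 14, 26063751 to 26067425), was called higher at 4.91 ± 1.36; its values were 8.66, 15.3, 0 and 0 in controls and 459, 172, 35.4 and 43.4 in Ovx mice.

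As deposited, 32 genes were called, 3 higher and 29 lower. After median-of-ratios rescaling limma called 0 genes, with 1235 at an unadjusted p under 0.05 and a smallest adjusted p of 0.502. Ltbp2 was then at -1.63, Cilp at -1.46, Thbs4 at -2.41, Tnnt3 at -1.50, Ogdhl at -1.48 and Tmem254c at 5.03, each with an adjusted p of 0.563. Scaling to the same total and quantile normalization also gave 0 genes. Acta1 (-3.48, adjusted p = 0.0391), Ankrd1 (-1.06, adjusted p = 0.0267) and Ctgf (-0.99, adjusted p = 0.0416) passed the adjusted p on the deposited scale. After rescaling they were at -3.36, -0.89 and -0.82, each with an adjusted p of 0.563. The count was 171 without Ctrl replicate 1, 9 without Ctrl replicate 3, 11 without Ctrl replicate 4, 21 without Ovx replicate 1, 0 without Ovx replicate 2, 7 without Ovx replicate 3, and 1 without Ovx replicate 4. It was 18 with voom weights and 0 in a fit of only these 8 libraries. Of 17 named genes past the adjusted p, 0 stayed past it whichever library was left out. The groups did not overlap for 19.7% of genes as deposited and 4.46% after median-of-ratios rescaling, where chance gives 2.86%.

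The shift in scale also enters the lists of this comparison. On the deposited scale 6 of 42 lists passed camera, and 14 did after median-of-ratios rescaling, 5 of them on both scales. None passed after rescaling with an estimated correlation (smallest adjusted p = 0.610). White adipocyte markers had a median of 1.03 in Ovx against control mice, above 0 in 11 of 12, with 0 past the test adjusted over the list alone (camera adjusted p = 4.13e-09, adjusted p = 0.581 with an estimated correlation). After rescaling the median was 1.19 (camera adjusted p = 8.34e-06). The groups overlapped in the score of this list, which was 2.13, 0.554, 0.0540 and 0.426 in Ovx libraries and 0.660, 0.208, -1.10 and -0.958 in controls. Schwann and neuronal markers had a median of 0.45, with 2 of 9 up adjusted over the list alone and Dbh, the noradrenaline-synthesising dopamine beta-hydroxylase (chromosome 2, 27165507 to 27183204), at 1.51 (adjusted p = 0.0489; camera adjusted p = 5.91e-05, adjusted p = 0.0893 with an estimated correlation). After rescaling the median was 0.61, 2 of 9 were up, Dbh was at 1.67 (adjusted p = 0.563) and camera gave an adjusted p of 0.00378. Heat shock genes (median -0.34, 12 of 21 down adjusted over the list alone, Hspa8 -0.52, Calr -0.45 and Xbp1 -0.34) and glycolysis genes (median -0.31, 12 of 21, Gpi1 -0.32, Pgam1 -0.42 and Slc2a1 -0.47) passed camera downward, with adjusted p of 0.0104 and 0.0239, and 0.934 and 0.934 with an estimated correlation. After rescaling their medians were -0.18 and -0.14, 0 members of either passed the test adjusted over the list alone, and camera gave adjusted p of 8.27e-05 and 0.00221. Hspa8 (-0.36), Calr (-0.28), Xbp1 (-0.18), Gpi1 (-0.15), Pgam1 (-0.26) and Slc2a1 (-0.30) then had adjusted p of 0.563 to 0.598. Mesothelial markers (median 0.06, 0 past the test adjusted over the list alone) and clock genes (median 0.02, mean -0.10, 0 past the test adjusted over the list alone) were high relative to all genes, with camera adjusted p of 0.0104 and 0.0239, and 0.934 and 0.934 with an estimated correlation. The mean of the clock list had the opposite sign. After rescaling the medians were 0.22 and 0.19 and camera gave adjusted p of 0.0150 and 0.334, and the clock call was lost in all 3 rescalings. Leaving out 1 library ended the calls of the clock list (Ctrl replicates 2 or 4, Ovx replicates 2 or 3, adjusted p up to 0.632), the mesothelial list (Ctrl replicate 3 or Ovx replicate 4, up to 0.0864), the glycolysis list (Ctrl replicate 3, Ovx replicates 2 or 4, up to 0.0672) and the heat shock list (Ctrl replicate 2, 0.132). On rescaled values the Schwann list missed without Ctrl replicate 4 (0.0559) and the mesothelial list without Ctrl replicates 1, 3 or 4 or Ovx replicate 4 (up to 0.141).

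After median-of-ratios rescaling 9 more lists passed camera for Ovx in untreated mice, all downward. These were interferon-stimulated genes (median -0.53, below 0 in all 26, adjusted p = 1.56e-06), macrophage markers (-0.36, 0.000394), MHC class II and complement (-0.47, 0.00580), cytokines and chemokines (-0.52, 0.0103), erythroid genes (-1.07, 0.0417), matricellular genes (-0.35, 4 of 18 down adjusted over the list alone, 0.00221), stress and fetal genes (-0.21, 2 of 17 down, 0.0393), myofibroblast markers (-0.31, 1 of 8 down, 0.0447) and the genes the study named (-0.27, 4 of 16 down, 0.0297, not independent evidence). The first 5 had 0 members past the test adjusted over the list alone. Only matricellular genes passed whichever of the 8 libraries was left out (up to 0.0157). Without Ctrl replicate 4, interferon-stimulated genes (0.0917), macrophage markers (0.0953), MHC class II and complement (0.683), cytokines and chemokines (0.645) and erythroid genes (0.644) did not pass. Stress and fetal genes and myofibroblast markers each missed without 5 of the 8 libraries (up to 0.0852 and 0.0984), and the genes the study named without Ctrl replicate 2 or Ovx replicate 2 (up to 0.0769).

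The fourth comparison addressed Ovx in mice given AngII, where the median of all genes lay at -0.17. Fam107a (-1.42 ± 0.29), Ifi205 (-1.21 ± 0.27), Hhipl1 (-1.18 ± 0.22), Fkbp5, a glucocorticoid-responsive immunophilin (-1.06 ± 0.20, chromosome 17, 28398753 to 28486149), and Ifi207 (-1.04 ± 0.19) were called lower in Ovx + AngII than in AngII mice (log2 fold change with SE, limma adjusted p 0.0323 to 0.0472). Fkbp5 had 1293 ± 392 normalised counts in AngII and 599 ± 52.2 in Ovx + AngII mice (SD, n = 4). Ifi205 and Ifi207 belong to a family of similar interferon-inducible genes and are uncertain. These were the 5 genes called, and 0 were higher.

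After median-of-ratios rescaling limma called 0 genes, with 881 at an unadjusted p under 0.05; Fam107a was at -1.25 (adjusted p = 0.478), Ifi205 at -1.04 (0.547), Hhipl1 at -1.01 (0.356), Fkbp5 at -0.89 (0.450) and Ifi207 at -0.87 (0.378). The count was 51 without Ctrl replicate 4, 37 without AngII replicate 1, 0 without AngII replicates 2, 3 or 4, 3 without Ovx replicate 1, 2 without Ovx replicates 2 or 4, 0 without Ovx replicate 3, 0 without Ovx_AngII replicates 1 or 3, and 1 without Ovx_AngII replicates 2 or 4. It was 79 with array weights, 3 with voom weights and 15 in a fit of only these 8 libraries. Of 6 named genes past the adjusted p, 0 stayed past it whichever library was left out. The groups did not overlap for 16.3% of genes as deposited and 4.54% after median-of-ratios rescaling, where chance gives 2.86%.

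Of 42 lists, 11 passed camera in this comparison on the deposited scale, and 16 did after median-of-ratios rescaling, 8 of them on both scales. None passed after rescaling with an estimated correlation (smallest adjusted p = 0.643). Antioxidant and metallothionein genes passed downward (median -0.29, 18 of 22 adjusted over the list alone and 0 over all genes, camera adjusted p = 2.68e-05, adjusted p = 0.454 with an estimated correlation). After rescaling the median was -0.12, with 0 of 22 past the test adjusted over the list alone (camera adjusted p = 8.29e-06). Interferon-stimulated genes (median -0.82, 10 of 26 adjusted over the list alone) and macrophage markers (median -0.61, 9 of 13, Trem2 -0.89) passed downward too, with camera adjusted p of 0.000419 and 0.00158, and 0.798 and 0.707 with an estimated correlation. After rescaling their medians were -0.64 and -0.44, with 0 of 26 and 3 of 13 down, camera adjusted p of 8.42e-13 and 9.11e-08, and Trem2 at -0.72 (adjusted p = 0.525). Lymphocyte markers had a median of 0.27 (camera adjusted p = 4.52e-05, adjusted p = 0.484 with an estimated correlation, 0 past the test adjusted over the list alone), and this call was lost in all 3 rescalings (median 0.43 and adjusted p = 0.0981 with median-of-ratios factors). Stress and fetal genes had a median of 0.01 (camera adjusted p = 1.14e-05, adjusted p = 0.454 with an estimated correlation), and of 0.18 after rescaling (camera adjusted p = 0.00418). Collagens (median -0.03, mean 0.01), sarcomere genes (-0.05), fatty acid oxidation (-0.08), ion channels (-0.08), myofibroblast markers (-0.08, mean 0.10) and the genes the study named (-0.06) were high relative to all genes in camera although their medians were below 0. Their camera adjusted p were 0.00158, 0.00472, 0.0133, 0.00113, 0.0207 and 0.0107, and 0.707, 0.798, 0.818, 0.707, 0.600 and 0.454 with an estimated correlation. After rescaling the 6 medians were 0.14, 0.12, 0.095, 0.096, 0.094 and 0.11, and camera gave adjusted p of 0.0101, 0.0104, 0.0321, 0.00589, 0.444 and 0.692. The last 2 calls were lost in all 3 rescalings, and that of sarcomere genes after quantile normalization (0.0741). For each of these 6 lists the call ended without 1 library. This held for collagens and the study's genes without AngII replicate 2 or Ovx_AngII replicate 3 (adjusted p up to 0.616 and 0.133), and for sarcomere genes and fatty acid oxidation without AngII replicate 1 or Ovx_AngII replicate 2 (up to 0.153 and 0.408). It also held for ion channels without AngII replicate 1 (0.309) and myofibroblast markers without AngII replicates 2 or 4 or Ovx_AngII replicate 3 (up to 0.305).

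The 8 lists that passed for Ovx under AngII only after rescaling were all downward. They were erythroid genes (median -1.53, adjusted p = 0.000531), cytokines and chemokines (-0.49, 0.00263), monocyte and neutrophil markers (-1.09, 0.00306), the cell cycle (-0.32, 0.00333), immediate early genes (-0.20, 0.00439), MHC class II and complement (-0.25, 0.00439), clock genes (-0.43, 0.00999) and mesothelial markers (-0.17, 0.0321). Adjusted over the list alone, 1 immediate early gene was down, 1 clock gene was up and 1 down, and 0 passed in the other 6 lists. Cytokines and chemokines and monocyte and neutrophil markers passed whichever of the 8 libraries was left out (up to 0.0214 and 0.0263). Erythroid genes did not without AngII replicate 4 (0.0560), whose list score was 3.89 against at most 0.967 in the other AngII libraries. Calls were also lost for the cell cycle without AngII replicate 4 or Ovx_AngII replicate 1 (up to 0.281), immediate early genes without AngII replicate 3 (0.110), MHC class II and complement without Ovx_AngII replicate 2 (0.0610) and clock genes without AngII replicate 1 (0.0964). Mesothelial markers missed without AngII replicate 1 or Ovx_AngII replicates 2 or 3 (up to 0.706) and with libraries scaled to the same total (0.0530). Among lists that passed on both scales, antioxidant and interferon-stimulated genes and macrophage markers stayed past the test on rescaled values whichever of the 8 libraries was left out, and stress and fetal genes did not without AngII replicate 4 or Ovx_AngII replicate 3 (up to 0.0840).

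Genes of the circadian clock had a wide spread within groups. Arntl, an activator of the clock (chromosome 7, 113178471 to 113314126), ranged from 90.3 to 742 normalised counts among controls and from 72.7 to 426 among Ovx mice, while the repressor gene Ciart ranged from 45.6 to 561 among controls. Mean values over the 16 libraries were 1581 for Clock, 333 for Arntl, 997 for Per2, 1122 for Cry2, 199 for Ciart, 5201 for Nr1d1, 3337 for Dbp and 170.0 for Npas2. Clock list members had a median log2 fold change of 0.14 with AngII in controls (camera adjusted p = 0.976) and -0.46 in Ovx mice (camera adjusted p = 0.0262, adjusted p = 0.577 with an estimated correlation), with 0 past the test adjusted over the list alone. For Ovx under AngII after median-of-ratios rescaling the median was -0.43, above 0 in 6 of 20 (camera adjusted p = 0.00999, adjusted p = 0.643 with an estimated correlation). The study named 8 clock genes, mainly from its left ventricle data. In the LA, Cry2 among these was past the adjusted p with AngII in Ovx mice (-0.66, limma adjusted p = 0.0415). None was in controls (adjusted p from 0.145 to 0.836). The list call for AngII in Ovx mice was lost without Ovx replicates 2 or 3 or Ovx_AngII replicate 1 (adjusted p up to 0.0759), with libraries scaled to the same total (0.0819) and in fry (0.125), and that of Cry2 in 8 of the 16 fits without 1 library.

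**Figure D3:**
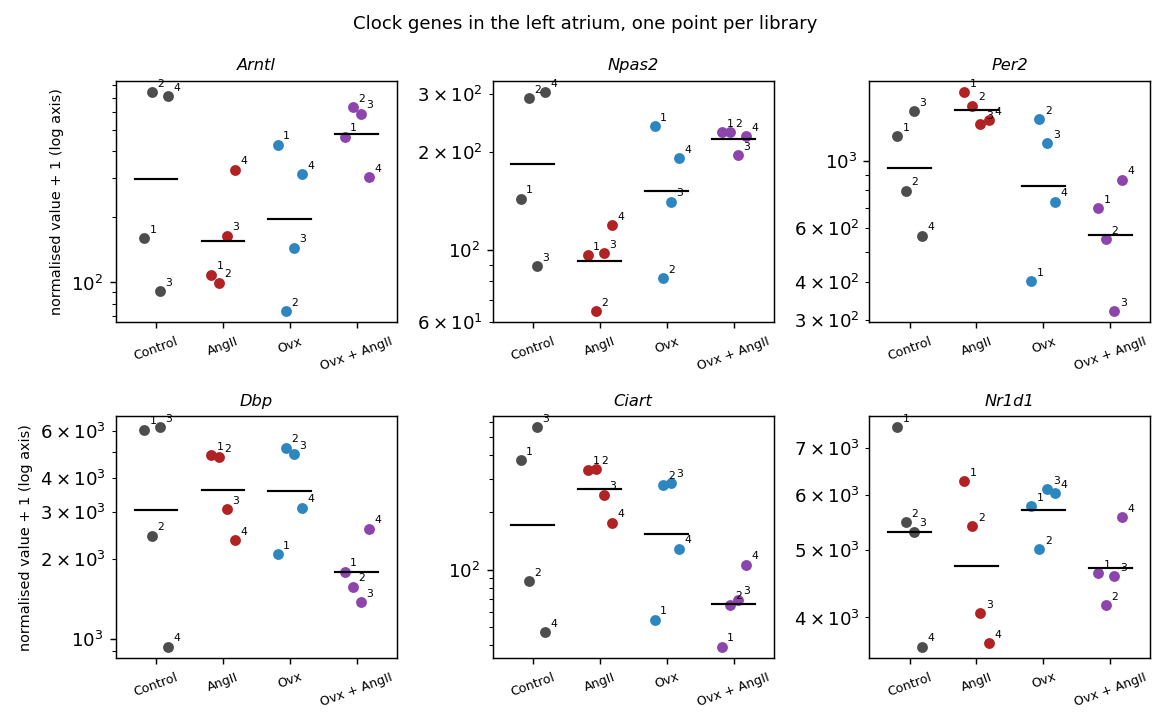
Normalised values plus 1 of Arntl, Npas2, Per2, Dbp, Ciart and Nr1d1 on a log axis, with 1 numbered point per library and a line at the mean of the log values in each group of 4. Among controls, replicates 2 and 4 were high in Arntl (742 and 708) and low in Ciart (85.5 and 45.6).

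Of the genes the study named, Col1a1 had a log2 fold change of 0.84 with AngII in controls (adjusted p = 0.0492), Col3a1 of 0.74 (adjusted p = 0.0874) and Ctgf, a matricellular growth factor, of 0.72 (adjusted p = 0.180). Col1a1 stayed past the limma adjusted p in 2 of 16 fits without 1 library (up to 0.153). Ace, angiotensin-converting enzyme, rose in both AngII comparisons (0.97 in controls, adjusted p = 0.00935, and 1.04 in Ovx mice, adjusted p = 0.00187). The type 1 receptor gene Agtr1a had values of -0.66 in controls (adjusted p = 0.0743) and -0.92 in Ovx mice (adjusted p = 0.00753). The type 2 receptor gene Agtr2 was too low to be tested and was listed at 4.94 in Ctrl replicate 3, 1.13 in Ovx replicate 1 and 0 in the other libraries. The estrogen receptor gene Esr1 had values of -0.01 and -0.03 with AngII in controls and Ovx mice (adjusted p = 0.994 and 0.959), and of -0.05 and -0.07 for Ovx in untreated and treated mice (adjusted p = 0.917 and 0.879), which became 0.11 and 0.096 after median-of-ratios rescaling (adjusted p = 0.917 and 0.977). Acta1 had a value of 3.34 with AngII in controls (adjusted p = 0.0749), against 7.87 in Ovx mice.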

Values the study reported

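The study reported that AngII modulated 196 genes in the LA of controls and 303 in the LA of Ovx mice, and that about 75% of them were higher. The abstract of the study gives other and higher counts for both, and states that part of the genes were shared. It reported Ltbp2 as the 1 gene that differed in the LA between control and Ovx mice, at +2.3-fold over control. LA levels of the core clock genes were described as lying under the mean count of 50 used by the study to set aside low expressers. The study also reported that Clock, Arntl and Per2 were modulated in the LA by loss of estrogens.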

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

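The tests of Ctrl replicate 4, of the clock genes and of the spread and scaling behind the unequal AngII counts were chosen after the results were seen, as were the splits of the control side alone and the rescaled exchanges for the interaction; the other splits of the libraries were planned before. Values of lists and libraries below stand apart when the gap between the highest or lowest of the 4 libraries of a group and its nearest neighbour, divided by the range of the group, was over the critical value of Dixon's ratio for 4 values at a chance of 0.05. Of 600 groups examined, 41 had such a library, where chance gives 30.0: 13 of 168 for list scores (8.40 by chance), 4 of 12 for library measures (0.600 by chance) and 24 of 420 for named genes (21.0 by chance).

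Among library measures, Ctrl replicate 4 and AngII replicate 4 stood apart in the haemoglobin share (ratios 0.835 and 0.851), and Ctrl replicate 4 and Ovx replicate 1 in the mean correlation with their own group (0.878 and 0.944). Among list scores, Ovx_AngII replicate 3 stood apart for basement membrane (0.951), immediate early (0.836) and fatty acid oxidation genes (0.918), and AngII replicate 1 for fatty acid oxidation (0.916), ion channels (0.837) and macrophage markers (0.831). Single list scores stood apart for the renin-angiotensin-aldosterone system in Ovx_AngII replicate 4 (0.865), sex steroid receptors in Ovx_AngII replicate 1 (0.884), interferon-stimulated genes in Ovx replicate 2 (0.853), antioxidant genes in Ctrl replicate 2 (0.886), ventricular markers in AngII replicate 3 (0.924), mesothelial markers in Ovx replicate 4 (0.847) and Schwann markers in Ovx replicate 1 (0.906).

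Among named genes, Ctrl replicate 4 stood apart for Cox7a1 (0.898), Ifi205 (0.919), Msln (0.840) and Pecam1 (0.847), AngII replicate 4 for Cemip (0.924) and Pecam1 (0.933), AngII replicate 1 for Acta2 (0.878) and T2 (0.849), and AngII replicate 2 for Col12a1 (0.863), Sparc (0.884) and Timp1 (0.832). Ovx replicate 1 stood apart for Hspb1 (0.872), Meox1 (0.885) and Agtr2 (1), Ovx replicate 2 for Col12a1 (0.907) and Esr1 (0.907), Ovx replicate 3 for Mmp2 (0.862), Ovx replicate 4 for Nppb (0.921) and Sdhc (0.923), and Ovx_AngII replicate 3 for Npas2 (0.830). Agtr2 in Ctrl replicate 3 (1), Lipe in Ctrl replicate 2 (0.830) and Ctgf in AngII replicate 3 (0.901) stood apart too. Agtr2 had no counts in the other libraries of both groups, so any count at all gives this ratio. Its flags carry no weight, though they are part of the count for named genes above.

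In the interaction, 11 lists passed camera at a correlation of 0.01, and none did with an estimated correlation, where the smallest adjusted p was 0.655. Median differences (Ovx minus control response, log2) were above 0 for stress and fetal genes (0.29), collagens (0.33), the genes the study named (0.42, not independent evidence), glycolysis (0.11), heat shock (0.28), matricellular genes (0.19) and myofibroblast markers (0.49). They were below 0 for Schwann markers (-0.59), clock genes (-0.63), mesothelial markers (-0.41) and white adipocyte markers (-1.27). The calls for Schwann and clock genes were lost without Ctrl replicate 4, and those for glycolysis, matricellular and myofibroblast genes and the study's list in 6 or more of the 16 fits without 1 library.

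Other splits of the same libraries were counted for each comparison. For AngII in controls, 2 of 35 splits called as many genes as the real one (83, highest other 84), so chance cannot be excluded by this count; the split with 84 exchanges Ctrl replicate 4 and AngII replicate 4. For AngII in Ovx mice the real split alone (1 of 35) reached 333, with 2 in the highest other, and chance is excluded at this level. For Ovx in untreated mice 1 of 35 reached 32 (highest other 8). Only this split follows the difference in scale, which the other splits place within their groups. The count therefore cannot exclude chance for an effect of Ovx. After each rescaling the real split called 0 genes. For Ovx in AngII-treated mice 2 of 35 reached 5 (highest other 55), so chance cannot be excluded, and the split with 55 genes, which exchanges AngII replicate 1 and Ovx_AngII replicate 2, points to another structure among these 8 libraries. For the overlap 1 of 100 drawn regroupings reached 60 (highest other 0), which adds nothing to the count in Ovx mice, because regroupings of that side call at most 2 genes. Splits of the control side alone were therefore set against the real calls in Ovx mice. Of these, 1 of 35 shared 60 genes. The highest other split shared 38 and called 84 genes. Most other splits called no gene and could not have shared 60, so this count does not exclude chance. For the interaction any exchange reaches the real 0 (100 of 100 drawn, highest other 95), so this count decides nothing. These exchanges also move the difference in scale into the interaction, so they were repeated after median-of-ratios rescaling. There 35 of 100 reached the real 830 genes at an unadjusted p under 0.05 (highest other 2123), so chance cannot be excluded.

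Ctrl replicate 4 lay apart from the other controls. A score over the 333 genes called for AngII in Ovx mice (0 at the mean of Ctrl replicates 1 to 3, 1 at that of AngII replicates 1 to 3) was 0.484 in Ctrl replicate 4. It was -0.197 to 0.108 in the other controls and 0.623 to 1.19 in AngII mice. Smooth muscle and pericyte markers scored -0.348 in Ctrl replicate 4, within the other controls (-0.437 to 0.0459) and below AngII mice (0.150 to 0.480). Matricellular genes scored 0.269, above the other controls (at most -0.120) and within AngII mice (0.160 to 0.902). The mean correlation of Ctrl replicate 4 was 0.956 with AngII libraries and 0.945 with the other controls. Ctrl replicate 2 ranked likewise (0.970 and 0.966). As these values go both ways, an AngII library with a wrong label cannot be told apart from a control with a partial response. List scores of Ctrl replicate 4 were above the highest of the other controls for cytokines and chemokines (2.01 against 0.485), lymphocyte markers (1.87 against 0.492), interferon-stimulated genes (1.604 against 0.337), MHC class II and complement (1.55 against 0.331) and macrophage markers (0.938 against 0.195). These scores were also above the highest of the AngII libraries (0.410, -0.0613, 0.961, 0.615 and 0.582, in the same order). By these lists Ctrl replicate 4 resembled neither group. Retained blood was not decided. The monocyte and neutrophil score of Ctrl replicate 4 was above that of AngII replicate 4, which had the larger haemoglobin share, by 2.11 (2.97 against 0.857). This was more than 2 SD (0.331) of that score within the Ovx groups. It rests on 1 pair of libraries, and the leukocyte share of blood may differ between mice, so it cannot exclude retained blood. The erythroid score of Ctrl replicate 4 was 2.46, against at most 0.265 in the other controls. The design gives no biological explanation for 1 library, and none was tested.

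More genes were called for AngII in Ovx mice than in controls, by a ratio of 4.01. In fits of only the compared groups the counts were 415 in Ovx mice and 2 in controls. The ratio of all 16 libraries was 4.23 after median-of-ratios rescaling, which says nothing about separate scaling of the 2 sides of the table, because each count is taken within 1 side. Without Ctrl replicate 4 the ratio was 1.71, and 1.30 without Ctrl replicate 4 and AngII replicate 4. In the main fit both comparisons share the estimate of spread per gene (median SE 0.132 in each). A wider spread of controls therefore does not enlarge the SE of the control comparison alone. Leaving out these libraries changes the control fold changes as well as the spread. It cannot tell an effect of these libraries apart from a larger response in Ovx mice. Chance is not excluded: 17 of 100 drawn exchanges of control and Ovx mice within treatment gave, on rescaled values, a difference as large (real 255, highest other 467). A different response with Ovx stays open, and no single gene passed the test of that difference.

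Clock genes were spread within groups. A candidate explanation is the time of day of tissue collection, since the study's methods describe collection over several hours. Within groups, deviations of Arntl and Npas2 ran against those of Dbp, Per2, Ciart and Nr1d1 over the 16 libraries (Pearson r = -0.890, permutation p = 0.00153; Spearman rho = -0.918, permutation p = 0.000750; r = -0.889 without the 2 libraries farthest from the median; 1 relation computed), as that explanation needs. Any difference between mice in the state of the clock would give the same relation, so it does not single out collection time. The design gives no biological explanation for a spread within groups, and none was tested. Collection times per mouse were not used here.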

How the results depend on the processing

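The rescalings, pseudocounts, filters, weights, fits and left-out libraries were planned, and the 2 settings that leave out Ctrl replicate 4 together with another change were chosen after seeing the data. Tests on recovered whole reads were not run, because whole reads could not be recovered. The depth implied by the values was 15968291 to 25161136 reads per library. No paired analysis was possible because the labels tie no mice together and replicate numbers are names only. Under other pseudocounts, filters, rescalings, robust fits and voom weights, the count was 64 to 85 for AngII in controls, 240 to 360 for AngII in Ovx mice and 47 to 64 for their overlap. Of 5803 values of named genes under the alternatives, 5038 kept their direction and side of the adjusted p, 614 fell short of it, 38 passed it newly and 113 turned sign, none of the last past the adjusted p. Of 1910 values of lists, 1684 kept both, 217 fell short and 9 turned sign.

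For AngII in controls (83 genes) the count was 161 with array weights, 220 without Ctrl replicate 4 and with median-of-ratios rescaling, 300 without Ctrl replicate 4 and AngII replicate 4, 2 on only the compared groups, 423 at the adjusted p alone and 30 to 222 with 1 library left out. For AngII in Ovx mice (333) it was 1459 at the adjusted p alone and 209 to 380 with 1 library left out. For Ovx in untreated mice (32) it was 0 under each rescaling, where the difference in scale is removed, 18 with voom weights, 0 without Ctrl replicate 4 and with rescaling, 17 without Ctrl replicate 4 and AngII replicate 4, 0 on only the compared groups, 1381 at the adjusted p alone and 0 to 171 with 1 library left out. For Ovx in AngII-treated mice (5) it was 0 under each rescaling, 79 with array weights, 3 with voom weights, 0 without Ctrl replicate 4 and with rescaling, 33 without Ctrl replicate 4 and AngII replicate 4, 15 on only the compared groups, 108 at the adjusted p alone and 0 to 51 with 1 library left out. The interaction gave 0 in every setting but 1 gene without AngII replicate 1, so 0 to 1 with 1 library left out. For the overlap (60) the count was 117 with array weights, 138 without Ctrl replicate 4 and with rescaling, 177 without Ctrl replicate 4 and AngII replicate 4, 0 on only the compared groups, 307 at the adjusted p alone and 23 to 138 with 1 library left out. Other causes of these changes were not tested.

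Signs turned in named genes whose adjusted p was 0.542 or more with all libraries, and the cause was not tested. After median-of-ratios rescaling these were Ciart 0.013 and Esr1 0.11 for Ovx in untreated mice, and Nppb 0.011, Col1a1 0.055, Nr1d1 0.16, Esr1 0.096 and Nppa 0.094 for Ovx in AngII-treated mice. With libraries scaled to the same total these were Ciart 0.040 and Esr1 0.14 for Ovx in untreated mice, and Col1a1 0.041, Nr1d1 0.15, Esr1 0.081 and Nppa 0.080 for Ovx in AngII-treated mice. After quantile normalization these were Esr1 0.0012 for AngII in controls, and Esr1 0.0046 for AngII in Ovx mice, and Ciart 0.021 and Esr1 0.10 for Ovx in untreated mice, and Nppb 0.046, Col1a1 0.037, Nr1d1 0.15, Agtr1a 0.0082 and Esr1 0.11 for Ovx in AngII-treated mice, and Esr1 0.0034 for the interaction. With array weights these were Dbp -0.22 for AngII in controls, and Esr1 0.011 for AngII in Ovx mice, and Nr1d1 -0.039 and Dbp -0.066 for Ovx in untreated mice, and Nr1d1 0.088 and Esr1 0.10 for Ovx in AngII-treated mice, and Nr1d1 0.13, Ace -0.12 and Esr1 0.16 for the interaction. Without Ctrl replicate 4 and with median-of-ratios rescaling these were Dbp -0.33 and Esr1 0.0051 for AngII in controls, and Dbp -0.16, Npas2 0.13 and Esr1 0.13 for Ovx in untreated mice, and Nppb 0.011, Col1a1 0.055, Nr1d1 0.16, Esr1 0.096 and Nppa 0.094 for Ovx in AngII-treated mice, and Clock -0.032, Nr1d1 0.069 and Ace -0.10 for the interaction. Without Ctrl replicate 4 and AngII replicate 4 these were Dbp -0.12 and Esr1 0.22 for AngII in controls, and Cry2 -0.073, Nr1d1 -0.075, Dbp -0.33 and Agtr1a -0.00405 for Ovx in untreated mice, and Ltbp2 -0.14 for Ovx in AngII-treated mice, and Ace -0.056 for the interaction. With 1 library left out the ranges over the 16 fits were as follows. For AngII in controls they were Clock -0.14 to 0.31, Cry2 -0.28 to 0.039, Nr1d1 -0.34 to 0.0049, Dbp -0.32 to 0.59, Esr1 -0.28 to 0.21 and Myh7 -0.092 to 0.59. For AngII in Ovx mice they were Esr1 -0.18 to 0.083. For Ovx in untreated mice they were Clock -0.24 to 0.21, Per2 -0.44 to 0.15, Cry2 -0.073 to 0.25, Ciart -0.78 to 0.42, Nr1d1 -0.075 to 0.27, Dbp -0.33 to 0.58, Npas2 -0.63 to 0.016, Agtr1a -0.062 to 0.19 and Esr1 -0.11 to 0.099. For Ovx in AngII-treated mice they were Col1a1 -0.34 to 0.016, Col3a1 -0.15 to 0.17, Col8a1 -0.38 to 0.020, Ltbp2 -0.14 to 0.41, Nr1d1 -0.13 to 0.13 and Esr1 -0.29 to 0.19. For the interaction they were Clock -0.079 to 0.37, Nr1d1 -0.28 to 0.065, Ace -0.11 to 0.22 and Esr1 -0.24 to 0.24.

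Among lists for Ovx in AngII-treated mice, fry follows the members' own direction, whereas camera compares them with all other genes. Fry gave the sign opposite to camera for collagens (median -0.034), sarcomere genes (-0.049), fatty acid oxidation (-0.078), ion channels (-0.077), the genes the study named (-0.063) and myofibroblast markers (-0.078). Fatty acid oxidation also turned in camera, relative to all other genes, without AngII replicate 1, while its medians stayed below 0 with 1 library left out (-0.19 to -0.018). In untreated mice the clock list turned in fry (median 0.020) and without Ctrl replicate 4 and with median-of-ratios rescaling (-0.037), where the cause was not tested.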

Other observations

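The lists in the paragraphs below were fixed in advance, and the comparison of directions and the use of fry's mixed test to describe them were chosen after the results were seen. With AngII in Ovx mice, 4 ion channel and calcium handling genes rose and 7 fell over all genes tested, of 30 (median -0.15, camera adjusted p = 0.129, fry mixed adjusted p = 2.00e-05). Atrial cardiomyocyte markers went both ways too, with 3 of 12 up and 2 down (fry mixed adjusted p = 4.62e-07). Among antioxidant and metallothionein genes, 1 rose and 4 fell of 22 (fry mixed adjusted p = 5.50e-06). Fry's mixed test asks whether a list's genes change in either direction and compares the list with no other genes. Over all 14273 genes, 840 rose and 619 fell past the limma adjusted p with AngII in Ovx mice. A small p in the mixed test therefore need not be particular to these lists.

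Sex steroid receptors and enzymes did not pass in either AngII comparison (camera adjusted p = 0.581 in controls and 0.567 in Ovx mice), nor did interferon-stimulated genes (adjusted p = 0.142 and 0.662) or the cell cycle (adjusted p = 0.831 and 0.264). Monocyte and neutrophil markers had medians of -1.12 and -1.26 for Ovx in untreated and AngII-treated mice, with 0 members past the test adjusted over the list alone (camera adjusted p = 0.892 and 0.392). After median-of-ratios rescaling the medians were -0.96 and -1.09 (camera adjusted p = 0.0609 and 0.00306). The score of this list was 2.97 in Ctrl replicate 4.

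With AngII, 83 genes were called in controls and 333 in Ovx mice, 60 of them in both, and 59.0% and 55.6% were higher, among genes with a mean of at least 10. Of these genes, 64 and 240 had a mean of at least 50, and 62.5% and 61.3% of them were higher. The study called genes with DESeq2, whereas the counts here come from limma on log values, so the tests differ as well. The count in controls is lower than the count quoted from the study above at either mean. Without Ctrl replicate 4 it was 222 at the lower mean, which is higher than that count. In Ovx mice the count is higher than the count quoted from the study at the lower mean and lower than it at the higher mean. At the lower mean it was 209 without Ovx_AngII replicate 3 and 298 with voom weights. Both are lower than the count quoted from the study. With all 16 libraries, the counts in controls and Ovx mice at either mean are lower than those in the study's abstract. The shares of higher genes are lower than the share quoted from the study at either mean. For Ltbp2 the log2 fold change in Ovx against control mice was -1.80, and -1.63 after rescaling, where it was not called. Its direction is opposite to that of the value quoted from the study above. Mean values of the core clock genes over the 16 libraries were 1581 for Clock, 333 for Arntl, 997 for Per2 and 1122 for Cry2. These are higher than the threshold quoted from the study above. Clock, Arntl and Per2 were not past the limma adjusted p for Ovx in untreated mice, as deposited or after median-of-ratios rescaling. That adjustment is over all genes tested, and the comparison leaves out mice given AngII. The study's sentence on these genes in the LA does not name its test or say whether AngII mice were included. The comparison with the study is therefore not like for like.

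The banner of the deposited table places 3 libraries under the control heading and 5 under the AngII heading. Groups were taken from the labels, which give 4 and 4. The library between both is Ctrl replicate 4, whose score on the AngII genes was 0.484.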
